A study of Nasonia vitripennis x Nasonia giraulti with 6 samples. Its data were reported in "Allele-Specific Transcriptome and Methylome Analysis Reveals Stable Inheritance and Cis-Regulation of DNA Methylation in Nasonia" (2016).

How the data were processed

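Whole-body RNA was measured in daughters of reciprocal crosses between the parasitoid wasps Nasonia vitripennis (Nv) and Nasonia giraulti (Ng). F1VG daughters had an Nv mother and an Ng father, and F1GV daughters had an Ng mother and an Nv father. Each library was made from a pool of 10 adult females collected 24 h after emergence, with 2 µg of total RNA as input. The labels name 3 replicates of each cross. The authors set aside F1GV replicate 2 for its low share of uniquely mapped reads. Their counts do not include that library and it was not analysed here, which leaves 5 of the 6 libraries. Groups and replicate numbers were taken from the sample titles, every column was matched to a title by its cross and replicate number, and no sample was left without a group.

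The authors checked read quality with FastQC, trimmed adapters with Trimmomatic and aligned the single-end reads to the genomes of both species with TopHat. They summarised reads over the genes of the official gene set OGS2 with Cufflinks, HTSeq and BEDTools, and settled by hand a small number of genes on which these tools differed. Which of these counters produced the table is not stated. The values deposited by the authors are estimated counts per gene, not scaled for depth or gene length, for 16505 genes. Of these values 85.98% were whole numbers, and 2846 genes had a fractional value in at least one library. Fractions can arise when a read that overlaps several genes is shared among them. Among 1429 pairs of genes with adjacent IDs and fractional values, 64.1% added up to whole numbers in every library, against 0.08% of 10000 random pairs of fractional genes. Counts of genes in pairs that add up therefore depend on how shared reads were divided, and the source of the other fractions was not tested. A loss of reads from the allele of one species during alignment would be common to both crosses, because every daughter carries one genome of each species. Whether the counting used strand is not stated, so overlapping and antisense genes are not separated with certainty.

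Genes are given by their OGS2 IDs. The reference gene table used here (assembly Nvit_psr_1.1) matched 0 of these IDs, and the count table does not pair IDs with gene names. Names and coordinates were not used here.

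Values were rounded to whole counts and analysed in R 4.3.3 with edgeR 4.0.16. Counts were scaled with trimmed mean of M-values (TMM) factors, and genes were kept when their mean depth-scaled count (CPM) exceeded 1 in at least one cross, which left 12435 genes. Differences were tested with edgeR's quasi-likelihood test on a model with the cross as its only term, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. This follows the study's stated use of edgeR at this false discovery rate, with CPM in place of its length-scaled unit. All log2 fold changes are F1VG over F1GV, with standard errors derived from the quasi-likelihood F statistic. Intervals at 95% came from the same fit. A gene with at most 3 counts in every library of a cross was treated as being at the floor. Its fold is given from the floor to the lowest library of the other cross, without error in that library. Such floors and intervals on counts cover counting error only, since reads without molecular identifiers are not independent molecules.

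The study's lists of super cis genes, which express only or mostly the allele of one species in hybrid daughters, were used as 2 gene sets of 50 (Nv allele) and 11 (Ng allele) genes. They were tested with camera in limma 3.58.1 with a preset inter-gene correlation of 0.01, beside fry and camera with an estimated correlation. The study chose these genes by allelic ratio, partly in the same libraries, and not by total count. Similarity of libraries was measured by Spearman's rank correlation of CPM and by the root-mean-square difference of log2 CPM (prior count 2) over tested genes. Correlations are across genes, which are not independent replicates, so no p-value is attached to them.

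The tests, the gene lists, the threshold, the exclusion of F1GV replicate 2 and the rule for naming genes were fixed before the data were examined. That rule names up to 10 genes with the smallest adjusted p under 0.05 whose libraries do not overlap between crosses, the 3 genes with the highest mean CPM, and any super cis gene past the threshold when p-values are adjusted over the list alone. Alternatives fixed at the same time were other scaling factors, other filters on low counts, the edgeR exact test, DESeq2 1.42.0, limma voom, other options of the quasi-likelihood fit, thinning to one depth, a block for replicate number, other thresholds and omission of each library in turn. A further model was added after the libraries were seen to separate by replicate number: it carries a term for replicate 1 against replicates 2 and 3, called the batch term below. Neither the labels nor the study gives dates or lanes for these libraries, so this batch is defined by the data. The restriction to genes with whole-number counts, the comparison of distances with the batch held fixed and the omission of each of the 5 libraries from the distances were also added after the data were seen. Figures were drawn with matplotlib 3.10.9.

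The fits were tested on simulated data that had the means, depths, dispersions and batch shifts of the real libraries for 12435 genes, of which 200 were changed 4-fold. Over 3 simulations the model without a batch term called 19.7% of the changed genes, and none of its calls was an unchanged gene. The model with a batch term called 99.5% of them, and 12.1% of its calls were unchanged genes, which exceeds the nominal rate. All changed genes that were called had the right direction in both models.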

Results

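RNA-seq libraries of whole adult females were compared between the reciprocal crosses F1VG (3 libraries) and F1GV (2 libraries, replicates 1 and 3). Total estimated counts were 35337246, 39358026 and 55707560 in F1VG replicates 1, 2 and 3. They were 47228640 and 47830030 in F1GV replicates 1 and 3. Between 16351 and 16433 of the 16505 genes had a count in each library. The 100 most abundant genes took 16.05% of the counts in replicate 1 of both crosses and from 19.61% to 20.13% in the other libraries. No libraries were duplicates, since the chi-square statistic per degree of freedom over genes was at least 29.2 in every pair.

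The first comparison asked whether libraries of one cross resembled each other more than libraries of the other cross. Over all pairs they did not. The root-mean-square log2 difference averaged 0.73 ± 0.26 (SD) over the 4 pairs within a cross and 0.71 ± 0.24 over the 6 pairs between crosses. The between-cross mean minus the within-cross mean was −0.023, and 5 of the 10 splits of the 5 libraries into 3 and 2 gave a value at least as large, the real split included. With 10 splits an exact test cannot give a p below 0.1. The sign of this difference rested on single libraries: it was 0.069 without F1VG replicate 1 and 0.12 without F1GV replicate 3. Replicate number separated the libraries instead. Replicate 1 of both crosses lay apart from replicates 2 and 3 along the first principal component, which held 72.5% of the variance, while the crosses separated along the second, with 16.1%. The distance was 0.46 ± 0.073 over the 4 pairs inside these batches and 0.89 ± 0.068 over the 6 pairs that joined them. With the batch held fixed, a comparison chosen after the batches were seen, libraries of F1VG were closer to each other on average, while the single F1GV pair was not. Inside batches the distance was 0.36 for the 1 pair of the same cross and averaged 0.49 over the 3 pairs between crosses, and across batches it averaged 0.85 over 3 pairs of the same cross and 0.93 over 3 pairs between crosses. The F1GV pair, at 0.93, lay within the range of the latter, 0.90 to 0.96. The mean of these differences was 0.10, and 1 of the 6 splits that take a library from each batch, the real one, gave a value as large, which is the smallest share these splits allow. In the model with both terms, 6679 of 12435 genes (53.7%) differed between the batches at an edgeR quasi-likelihood adjusted p under 0.05, and 2003 of these by more than 2-fold. The median absolute log2 fold change was 0.47 between batches and 0.12 between crosses in that model.

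**Figure D1:**
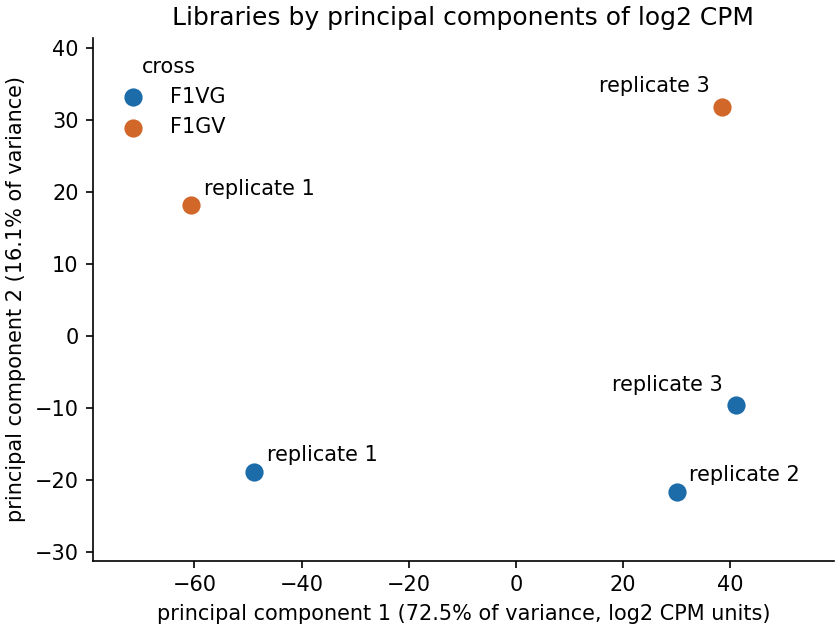
The 5 libraries on the first and second principal components of log2 CPM over 12435 genes, coloured by cross, each point being one library. Replicate 1 of both crosses lies on the left and replicates 2 and 3 on the right, and on the vertical axis both F1GV libraries lie above the 3 F1VG libraries.

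Total expression in the reciprocal crosses was next compared gene by gene. Mean CPM in F1VG and F1GV had a Spearman's rho of 0.990 across the 12435 tested genes. Between single libraries rho averaged 0.963 over the 4 pairs within a cross and 0.967 over the 6 pairs between crosses. Within batches, rho between the crosses was 0.990 for replicate 1, 0.987 for replicate 3, and 0.982 for F1VG replicate 2 with F1GV replicate 3. It was 0.945 between the F1GV libraries themselves, which come from different batches. The value for the means moved most when F1GV replicate 3 was omitted, to 0.970, a value that mixes cross with batch.

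The design also asks which genes are expressed at different levels depending on the direction of the cross. With edgeR's quasi-likelihood test, 3 of 12435 genes passed an adjusted p of 0.05. All 3 were lower in F1VG and 0 were higher. At an unadjusted p under 0.05 there were 301 genes, or 2.42% of those tested. Libraries of the crosses did not overlap for 1290 genes (10.4%). Chance gives 20% for 3 libraries against 2 only if the libraries are exchangeable. They were not, since each cross holds libraries of both batches, so this share cannot be judged against 20%. The 95% confidence interval lay inside a 2-fold change in either direction for 6755 genes (54.3%), so a difference of 2-fold or more was not excluded for the others. The biological coefficient of variation was 0.348. Single libraries decided the count: it was 1 without F1VG replicate 1, and 0 without F1VG replicate 2 or 3, with 160 and 199 genes at an unadjusted p under 0.05. Within a batch there were too few libraries of each cross for a test, so the batch entered as a term. That model, chosen after the batches were seen, had a coefficient of variation of 0.148 and called 85 genes, 21 higher and 64 lower in F1VG, among them all 3 of the genes above. Their absolute log2 fold changes had a median of 1.96 and a minimum of 0.90, and 10874 genes (87.4%) had an interval inside a 2-fold change. The count moved most when the batch term was joined with scaling by total counts, to 134 genes.

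**Figure D2:**
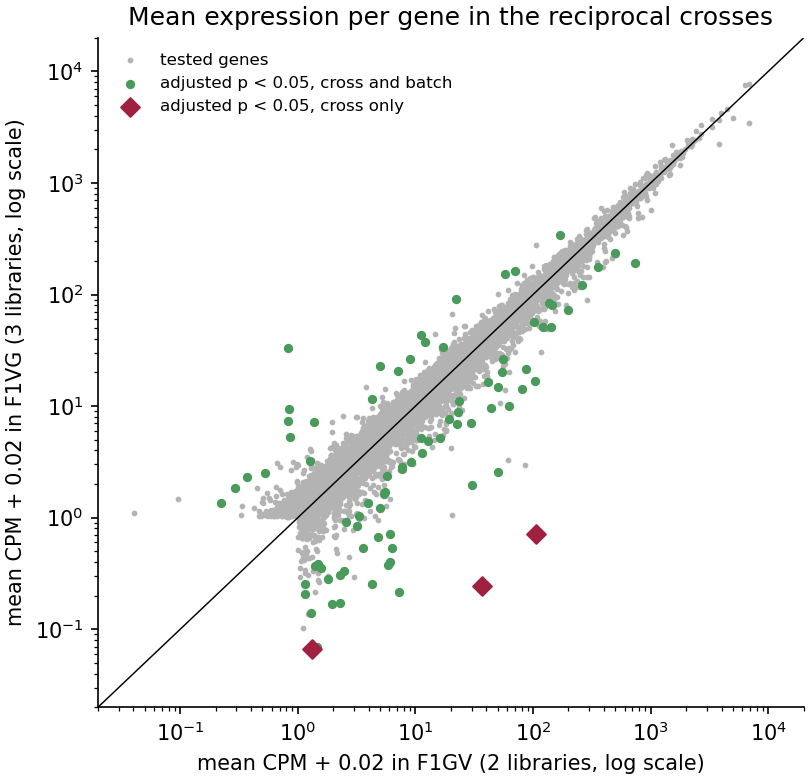
Mean CPM per gene in F1GV (horizontal, 2 libraries) and F1VG (vertical, 3 libraries) on log scales, with 0.02 added for display. Grey points are the tested genes, green points the 85 genes called with the batch term and red diamonds the 3 genes called with the cross alone, all 3 of which lie below the diagonal of equal expression.

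The 3 genes called with the cross alone were Nasvi2EG030327, Nasvi2EG021229 and Nasvi2EG014150. Nasvi2EG030327 had 0.689 ± 0.0899 CPM in F1VG (SD, n = 3) and 106 ± 17.9 CPM in F1GV (SD, n = 2). Its log2 fold change was −7.25 (SE 0.26), with an edgeR adjusted p of 0.00341. Nasvi2EG021229 had 0.224 ± 0.0747 CPM in F1VG and 36.6 ± 3.33 CPM in F1GV, with a log2 fold change of −7.34 (SE 0.35) and an edgeR adjusted p of 0.0091. Its counts were 6, 12 and 11 in the F1VG libraries, against 1935 and 1531 in F1GV. Nasvi2EG014150 had 1, 3 and 2 counts in the F1VG libraries, at the floor of 3, and 72 and 52 counts in F1GV. It was at least 14.4-fold lower in F1VG, with an edgeR adjusted p of 0.0382. Each of the 3 was lower in all 3 F1VG libraries than in both F1GV libraries, and none had a fractional count. Without F1VG replicate 2 no adjusted p was under the threshold, with 0.127 for Nasvi2EG030327, 0.144 for Nasvi2EG021229 and 0.508 for Nasvi2EG014150, while the log2 fold changes of Nasvi2EG030327 and Nasvi2EG021229 were −7.31 and −7.58. Without F1VG replicate 3 the adjusted p was 0.0916 for Nasvi2EG030327 and 0.19 for Nasvi2EG021229, and without F1VG replicate 1 it was 0.0571 for Nasvi2EG021229. Over the alternatives that gave a p, Nasvi2EG014150 was past the threshold in 6 and not in 10.

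No difference between the crosses was detected for the 3 most abundant genes. Nasvi2EG006904 had 7626 ± 2095 CPM in F1VG and 6914 ± 2128 CPM in F1GV, a log2 fold change of 0.14 (SE 0.38). That direction changed to −0.0016 without F1VG replicate 3 and to −0.14 without F1GV replicate 1. The last value mixes cross with batch, because the F1GV library left is from replicate 3. Nasvi2EG002830 had 7538 ± 2022 CPM in F1VG and 6276 ± 1432 CPM in F1GV, a log2 fold change of 0.26 (SE 0.36). Nasvi2EG010626 had 3464 ± 1176 CPM in F1VG and 6902 ± 5360 CPM in F1GV, a log2 fold change of −0.99 (SE 0.58). Its mean in F1GV rested on replicate 3 (10692 CPM, against 3111 CPM in replicate 1). The log2 fold change was 0.16 without that library, a value that mixes cross with batch, because the F1GV library left is from replicate 1. Within batches F1VG was lower each time, at 2108 CPM in replicate 1 and 4090 and 4195 CPM in the other batch. With the batch term the log2 fold change was −1.03 (SE 0.22), with an edgeR adjusted p of 0.145. With the cross alone, the adjusted p from edgeR was 0.99985 for each of the 3 abundant genes.

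**Figure D3:**
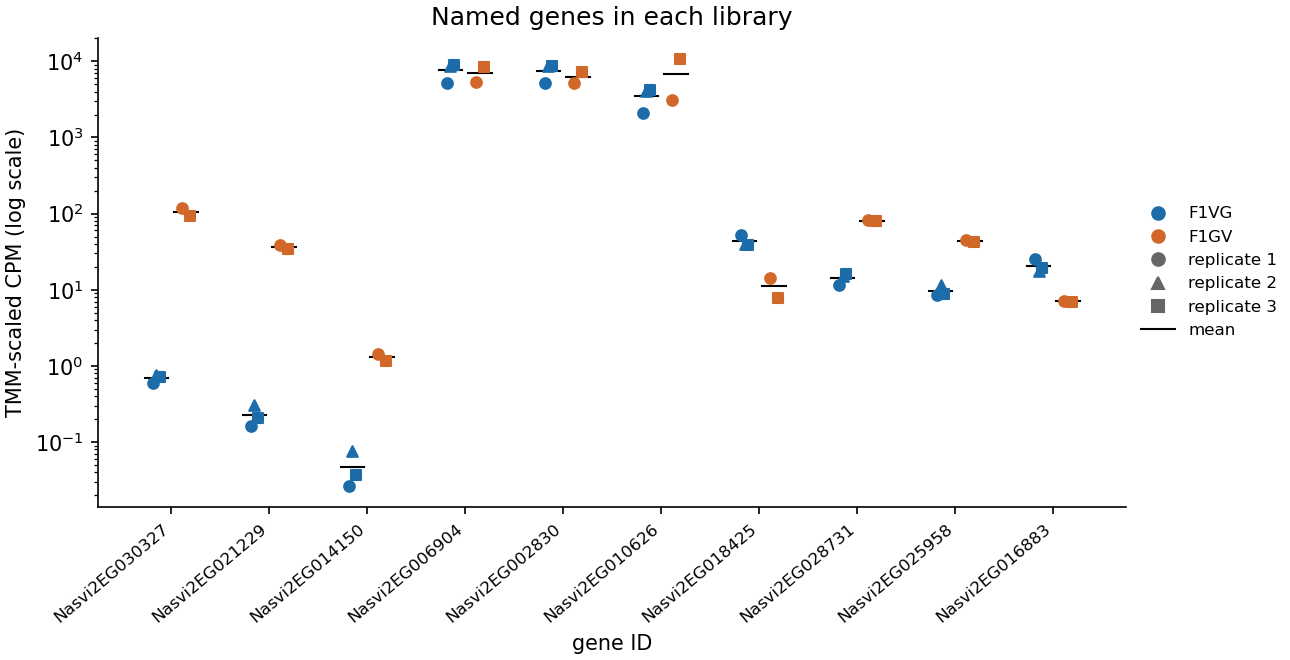
TMM-scaled CPM of the named genes in each of the 5 libraries, on a log scale, with colour for the cross, marker shape for the replicate number and a bar for the mean of each cross. Libraries of the crosses are separate for the first 3 and the last 4 genes and overlap for the 3 abundant genes in the middle.

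Super cis genes were examined because their total count comes only or mostly from the allele of one species. For the Nv list that allele is inherited from the mother in F1VG and from the father in F1GV, and for the Ng list the reverse, so the crosses differ in the parent that passed on the main allele. All 61 genes were tested, and none was at the floor in either cross. The 50 genes of the Nv list had a median log2 fold change of −0.16, with quartiles of −0.47 and 0.16, and 32 were lower and 18 higher in F1VG. Camera with the preset correlation gave p = 0.00145 for this list, or 0.00289 adjusted over both lists. That call did not hold with an estimated correlation (p = 0.162) or under fry (p = 0.202). The median was 0.042 without F1GV replicate 3 and −0.30 without F1GV replicate 1. Both values mix cross with batch, so they do not show that the shift exceeds the spread between replicates. With the batch term the median was −0.20. Camera then gave p = 0.000183 with the preset and 0.276 with an estimated correlation, and fry gave p = 0.21. The 11 genes of the Ng list had a median log2 fold change of −0.0027, with quartiles of −0.27 and 0.23, and an adjusted p from camera of 0.161. Its sign changed with the scaling, to 0.0071 with relative log expression factors, 0.034 with upper-quartile factors and 0.0092 with total counts. With only genes above a mean of 10 CPM the median was 0.017, and camera's adjusted p was 0.00831, where the other alternatives ran from 0.0514 to 0.517. Leaving out one library at a time, the median ran from −0.048 to 0.19, the highest value without F1GV replicate 3.

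Of the 61 super cis genes, 54 differed by less than 2-fold in fitted fold change. Adjusted over the list alone, 4 passed an edgeR adjusted p of 0.05, and 0 did so over all genes tested, with 9 at an unadjusted p under 0.05. As the study chose the list partly on these libraries, the first count is not independent evidence. Nasvi2EG028731, of the Nv list, had 14.4 ± 2.32 CPM in F1VG and 80.8 ± 2.37 CPM in F1GV. Its log2 fold change was −2.49 (SE 0.22), and its edgeR adjusted p was 0.00231 over the list alone. Nasvi2EG025958, also of the Nv list, had 9.55 ± 1.67 CPM in F1VG and 43.5 ± 1.42 CPM in F1GV, a log2 fold change of −2.19 (SE 0.24) with an edgeR adjusted p of 0.00401 over the list alone. Nasvi2EG016883, of the same list, changed in the other direction, with 20.7 ± 3.92 CPM in F1VG and 7.02 ± 0.287 CPM in F1GV and a log2 fold change of 1.56 (SE 0.28). Nasvi2EG018425, of the Ng list, had 43.2 ± 7.63 CPM in F1VG and 11.1 ± 4.71 CPM in F1GV, a log2 fold change of 1.95 (SE 0.36). The edgeR adjusted p of these last genes over the list alone was 0.0271. In each of the 4 genes all F1VG libraries lay on one side of both F1GV libraries, and none had a fractional count. The count was 2 when any one of the F1VG libraries was omitted, Nasvi2EG018425 and Nasvi2EG016883 being lost each time. With the batch term 8 genes passed over the list alone, the same 4 among them, and 5 passed over all genes tested.

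**Figure D4:**
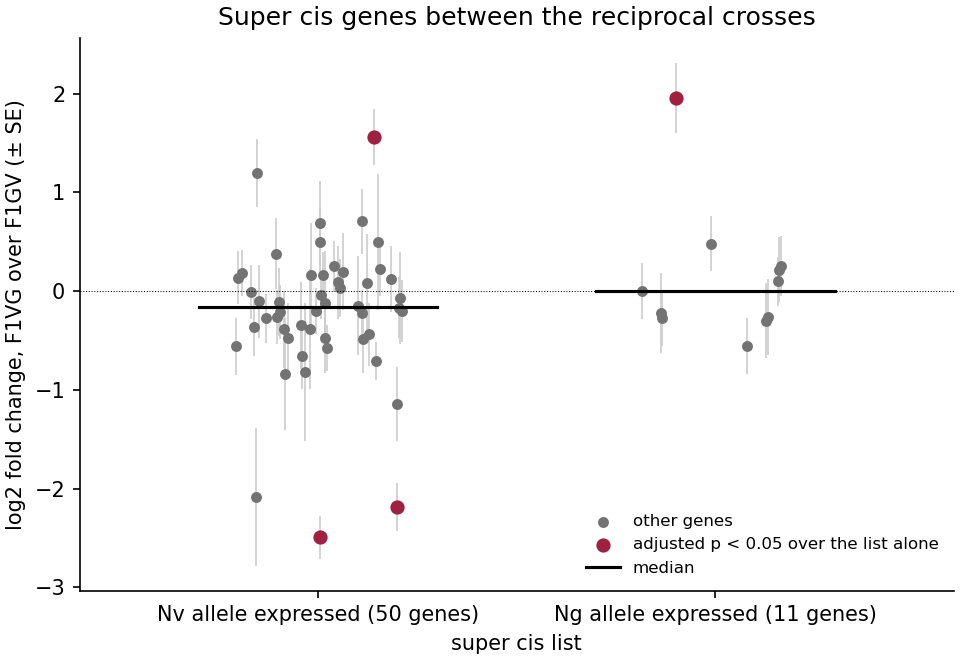
Log2 fold change (F1VG over F1GV) of each super cis gene with its standard error, for the 50 genes that express the Nv allele and the 11 that express the Ng allele, spread sideways for display. Bars mark the medians of −0.16 and −0.0027, and red points mark the 4 genes with an adjusted p under 0.05 over the list alone.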

Values the study reported

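The study sequenced 3 biological replicates of each cross and stated that more than 90% of reads mapped uniquely in every library except F1GV replicate 2. It counted 12,268 genes with detectable expression in both crosses. Spearman's rho for total gene expression between the reciprocal hybrids was given as 0.987. It was plotted in the study's length-scaled unit over fewer genes than those 12,268, so neither genes nor unit are those used here. The study's plot of this comparison also marked some genes as significantly different in expression. The study listed 61 super cis genes, 50 with expression biased to the Nv allele and 11 to the Ng allele. From allelic expression it found no evidence of genomic imprinting in whole adult females, and it left single tissues and other life stages open.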

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

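The count of genes that differ between the crosses was within 2 to 4 under 12 alternatives: other scaling factors, other filters on low counts, limma voom, the other quasi-likelihood options, thinning to one depth, an adjusted p of 0.01, and only genes with whole-number counts. It rose to 72 with the edgeR exact test (17 higher, 55 lower), to 66 with DESeq2 (21 higher, 45 lower) and to 7 at an adjusted p of 0.1. All 3 reported genes were among the calls of the exact test and of DESeq2. Nasvi2EG014150 was not past the threshold without a filter (adjusted p 0.0696), with filterByExpr (0.0561), voom (0.12), the robust (0.0578) or legacy (0.129) option or thinning (0.0606), and it passed in 6 of the 16 alternatives that gave a p. Across the 3 fits that each left out an F1VG library the count of genes called ran from 0 to 1. With the batch term the count was 85, and it was 93 with only whole-number genes, 134 with total counts, 129 with relative log expression factors and 25 above a mean of 10 CPM, where fewer genes were tested. The share of lower calls stayed between 68% and 76.7% over these batch-term fits. The batch-term alternatives and the restriction to whole-number counts were chosen after the data were seen. The rise with the batch term went with a lower biological coefficient of variation, 0.148 in place of 0.348. For the other tests the cause was not tested.

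The replicate block, with a term for each replicate number, called 16 genes, of which 2 were among the 3 reported. F1VG replicate 2 has no partner in that model. Deviations from the cross means correlated across genes at 0.828 for replicate 1 and 0.763 for replicate 3, but with only 2 pairs the numbers are not shown to pair the libraries. The block changed no call of a list, and Nasvi2EG014150 was the only named gene it moved across the threshold, with an adjusted p of 0.0684 (0.717 at most and 2.29e-08 at least over all alternatives).

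The Nv list kept its negative median, from −0.20 to −0.11, and its camera call under 11 alternatives that used all 5 libraries. The median of −0.16 was no longer significant with the estimated correlation (p = 0.162) or fry (p = 0.202), which allow for correlated genes. Leaving out one library at a time it ran from −0.30 to 0.042, the positive value coming without F1GV replicate 3. The Ng median was positive with relative log expression factors (0.0071), upper-quartile factors (0.034), total counts (0.0092), a mean above 10 CPM (0.017), DESeq2 (0.0075) and the batch term (0.045), and it ran from −0.048 to 0.19 when one library was left out. Above a mean of 10 CPM the Ng list also passed the threshold, with a camera adjusted p of 0.00831, and the cause was not tested. In the other alternatives that gave a p it ran from 0.0514 to 0.517. The count of super cis genes over the list alone was 7 with DESeq2, 8 with the batch term and 2 in each of the 3 fits without one F1VG library, where fewer libraries were tested. It was from 4 to 6 under 12 other alternatives.

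The rank correlation of the cross means stayed between 0.970 and 0.993 in all 8 alternatives. The difference between the distances was 0.10 with the batch held fixed, a comparison added after the data were seen, where pairs inside batches and across them were compared apart. It ran from −0.19 to 0.12 when one library was left out, also added then, positive without F1VG replicate 1 (0.069) and without F1GV replicate 3 (0.12). Among named genes, the log2 fold change of Nasvi2EG006904 ran from −0.14 to 0.50 when one library was left out, negative without F1VG replicate 3 (−0.0016) and without F1GV replicate 1, and that of Nasvi2EG010626 ran from −1.62 to 0.16, positive without F1GV replicate 3. Otherwise 21 values of named genes lost significance with the same direction, 1 moved by more than the spread between replicates and 164 did neither. Nasvi2EG028731 and Nasvi2EG025958 stayed past the threshold over the list alone in all 17 alternatives that gave a p.

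Alternatives with all 6 libraries, with or without the block, and omission of each of the 6 in turn could not be run. The authors' counts do not include F1GV replicate 2. The distances were computed on 5 libraries for the same reason. Fits without an F1GV library leave a single library in that cross and give fold changes only. These values mix cross with batch, because the library left comes from a single batch. Depth limits Nasvi2EG014150, whose F1VG counts were at the floor, and leaves 6 to 12 counts behind the F1VG values of Nasvi2EG021229.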

Other observations

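All tests below were chosen after the results they bear on had been seen, except the splits of the 5 libraries without a batch term.

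Of the 10 splits of the 5 libraries into 3 and 2, 2 gave at least the 3 genes of the real split. The other was the split that follows the batch, replicate 1 of both crosses against the rest, with 6393 genes. The remaining 8 splits gave 0 genes, with 34 to 2279 at an unadjusted p under 0.05. With the batch term, 1 of the 6 splits that take a library from each batch gave as many as 85 genes, namely the real one. The other 5 gave 0, with 113 to 703 genes at an unadjusted p under 0.05. So few splits cannot give a share under 0.05, so the counts of splits do not settle the matter by themselves.

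Replicate 1 of both crosses stood apart from replicates 2 and 3. A difference in depth is argued against, since after all libraries were thinned to one depth the distance between libraries of different batches still averaged 0.89, against at most 0.53 inside a batch. The F1GV libraries had nearly equal totals and still lay 0.93 apart. The shift was not confined to a few abundant genes: without the 100 most abundant genes 53.4% of genes still differed between the batches, against 53.7% of all genes. Leaving out 100 of the tested genes can hardly move this share, so it cannot decide whether abundant genes affected the others. The sharing of reads between overlapping genes does not account for the separation, as 53.6% of genes with whole-number counts and 54.4% of those with fractional counts differed. The shift was not confined to one cross, because the shifts of F1VG and F1GV correlated across genes with r = 0.828. What stays open is whether wasps of replicate 1 were raised or handled apart from the others, or whether their libraries were prepared or sequenced apart. Nothing in the labels separates these, and GC content and gene length were not tested. A within-cross spread this wide lowers what a model without a batch term can find.

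With the batch term, genes lower in F1VG outnumbered higher ones, 64 to 21. Scaling is argued against as the whole cause, because lower calls made up 74.6% and 76.7% of calls with total counts and with relative log expression factors, against 75.3% with TMM. A single admixed source in the F1GV pools would give the 64 lower genes a shared ratio of replicate 1 to replicate 3. The log2 ratio had an SD of 0.97 over these genes, but it was 0.93 over all tested genes, which the batch shift spreads as widely, so this source cannot be told apart from a difference between the crosses. Several sources may also remain and were not tested.

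Genes called with the batch term lay next to each other in the gene set more often than random genes. Among the 85 genes there were 8 pairs of neighbours in ID order among tested genes, and in all 8 both genes changed in the same direction. Random sets of 85 tested genes held 0.578 such pairs on average and at most 6 in 10000 draws, a permutation p of 1e-04, which is the smallest they can give. That IDs follow the genome is itself inferred, from adjacent fractional genes that add up to whole reads. Reads shared between overlapping neighbours do not account for the excess, since 75 called genes with whole-number counts still held 5 pairs, against at most 4 in 10000 random sets. Whether neighbours vary together under any contrast was not decided. The largest number of pairs in 10 sets of 85 genes ranked by the batch contrast was 3, in the top set among others. As 6679 genes differed between the batches, pairs that vary together could be spread over many such sets. A hypothesis that remains is that some differences between the crosses belong to stretches of the genome, which could come from variation that segregated in a parental strain or from tandem gene copies that share reads. Neither was tested, because sequences and coordinates were not used here.

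Near on or off differences were few. Mean CPM was under 1 in one cross and over 10 in the other, without overlap of libraries, for 3 genes: Nasvi2EG030327 and Nasvi2EG021229, low in F1VG, and Nasvi2EG035585, low in F1GV. The last was named after its values were seen. It had 32.9 ± 8.19 CPM in F1VG (SD, n = 3) and 0.807 ± 0.224 CPM in F1GV (SD, n = 2), with an edgeR adjusted p of 0.0636 with the cross alone and 0.000624 with the batch term. No explanation was tested for them.

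The 4 super cis genes past the threshold over the list alone may reflect the origin of the allele, a technical difference or the genetic background of the cross. The batch is argued against, since 4 of the 4 genes stayed past it with the batch term. Non-hybrid wasps of one parental species in a pool need not move all genes of the Nv list alike, since the study's species ratios differ among them. The lower quartile of that list was −0.47, against −2.49 and −2.19 for Nasvi2EG028731 and Nasvi2EG025958. This difference therefore cannot decide whether such wasps were present. In 3 of the 4 genes, Nasvi2EG016883 being the exception, expression was higher where the expressed allele came from the father, as in 37 of all 61 genes. A rotation test over both lists with opposite signs (fry in limma) gave a p of 0.169, or 0.179 with the batch term and 0.179 when adjusted over both models, so an effect of the father's allele across the lists was not detected and cannot be told apart from none with 5 libraries. The study tested the parent of origin directly by allelic expression, which was not measured here, and found no evidence of imprinting in whole adult females. Maternal effects, cytoplasm and differences between individual parents remain open and were not tested. The sharing of reads with similar copies was not tested either.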
